A study of Homo sapiens with 24 samples. Its data were reported in "IGF2BP1, a Conserved Regulator of RNA Turnover in Cancer" (2021).

How the data were processed

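Total RNA from 4 human cancer cell lines was sequenced after knockdown of IGF2BP1 by a pool of siRNAs. Each of the 8 groups, siC and siI1 in A549, ES2, MV3 and PANC1, had 3 libraries, and each library was assigned to its group and replicate number from its own label. The libraries were made from RNA depleted of ribosomal RNA, so that transcripts without a poly(A) tail, such as histone mRNAs, are also represented. Libraries of other cell lines in the study were not analysed here.

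Per the labels and the methods, the authors clipped adapters with Cutadapt, aligned reads to the human genome (UCSC hg38) with HISAT2 and counted reads per gene with featureCounts and an Ensembl annotation of the same build. The authors tested each line with edgeR and TMM normalisation. The authors deposited 1 table per line with a value per library, which are FPKM: reads per kilobase of the listed gene length, scaled by the library's TMM-adjusted total. The unit was not named and was worked out from the values: a value multiplied by the length was a whole multiple of a step, fixed within each library, for 100% of values. The authors' deposited comparison gives a log2 fold change per gene, siI1 against siC, from their own fit. It also gives a p-value per gene and an FDR. The length column of the deposited tables, in bases, is the gene length behind the FPKM values. Each table lists 58174 genes, 19799 of them protein-coding and 7514 lincRNAs, with "." in place of "-" in symbols. All 37 genes of the mitochondrial genome were listed at 0 in every library, so a fixed list of their mRNAs had no testable gene.

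The recovered reads gave the depth. Libraries had from 3105215 to 20082702 reads assigned to genes, and the scaling factors implied by the values lay between 0.905 and 1.10. A fixed FPKM rests on fewer reads in A549 than in MV3. Replicates of a group were compared over genes with at least 20 reads in the pair. The chi-square per gene was 1.54 to 15.1 over the 24 pairs, above sampling noise in each, so all libraries were counted as separate replicates.

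The tests, the gene lists, the genes to be named and most alternatives were chosen before the data were examined. Each line was tested on its own, as in the study, over its 6 libraries without covariates. FPKM values were transformed to log2(FPKM + 0.5), which understates the change of genes with low values. Genes with a mean of at least 0.5 FPKM over the 6 libraries were tested with limma (version 3.58.1 in R 4.3.3; lmFit and eBayes with an intensity trend, two-sided), with Benjamini-Hochberg adjustment over all genes tested in the line and a threshold of 0.05. The numbers tested were 18411 in A549, 16920 in ES2, 16380 in MV3 and 15846 in PANC1. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over lists and lines, with fry and an estimated correlation beside it. The lists were S phase, G2/M phase, E2F family, unfolded protein response, interferon-stimulated, hypoxia, p53 targets, cytosolic ribosomal proteins, replication-dependent histones and earlier reported IGF2BP1 target mRNAs. They overlap little: 4 of the 8 E2F genes and 4 of the 12 earlier targets are also in another list, against at most 1 gene in each of the others. They stand in for the published gene set collections, which were not used here. Differences between lines were tested with Cochran's Q over the 4 log2 fold changes and their standard errors, referred to an F distribution and adjusted over the named genes, or over the lists. For lists, the Q test used the mean score of each library over the list genes tested in its line. It was repeated after removal of 1 shift per line, fitted by weighted least squares so that the lines agreed best, over all genes or over the lists.

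The genes named are IGF2BP1 and its paralogs, the genes the study followed or listed as known targets, and for each line the 3 largest falls and the 3 largest rises among protein-coding genes past the threshold with a mean of at least 1 FPKM. To these come the 5 lowest and 5 highest mean log2 fold changes among protein-coding genes changed in the same direction in all 4 lines. Some genes that this rule selects are not reported here, and were left out before the adjustment of the Q test. Other genes named were chosen after their values were seen, which is stated where they appear.

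The length of the 3'UTR was taken from GENCODE release 44 (hg38, a newer annotation than the authors'), as the longest annotated 3'UTR of a protein-coding transcript. Of 9650 protein-coding genes tested in all 4 lines, 99.3% had one of at least 20 nt. Coordinates are from the same release and count from 1. Medians were compared by permutation with 100000 resamples. Counts of shared genes were compared with 10000 permutations of gene order within expression deciles. All 7-base words in 3'UTRs were also related to the log2 fold changes; this scan was chosen after the data were seen. Other tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

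The procedures were tested on simulated data drawn from the real means and depths, in 5 draws per line with 200 genes changed by 1 on the log2 scale. The test of FPKM values recovered 41.3% of the changed genes in A549, 53.1% in ES2, 67% in MV3 and 53.8% in PANC1, each with the right sign. Unchanged genes made up 25.9%, 16.6%, 8.09% and 19% of its calls, above the nominal level, nearly all of them genes with under 10 reads. With at least 10 reads the shares were 5.78%, 5.99%, 7.11% and 6.09%, and 58.7%, 69.1%, 75.8% and 72.5% of changed genes were recovered. The test fixed beforehand was kept, and a minimum of 10 reads and limma voom on recovered reads were added beside it. In the real data 5.09% of the calls in A549, 4% in ES2, 2.89% in MV3 and 4.94% in PANC1 rested on under 10 reads. With camera, 4 of 4 lists of 50 genes shifted by -0.4 were called at an unadjusted p under 0.05, and 2 of 80 unchanged lists. Genes were simulated independently of each other and the lists were random. The simulation therefore does not test camera on lists of genes that vary together. The scan ranked 10 of 10 planted words first.

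Alternatives were other pseudocounts, filters, scalings and thresholds, limma without the trend, the authors' deposited FDR, the replicate number as a block, and leaving out each replicate. Added after seeing the data were limma voom on the recovered reads, a minimum of 10 reads, and libraries thinned to equal depth. Alternatives meant for raw counts, or for tables without values per library, did not apply.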

Results

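Total RNA was sequenced from 4 human cancer cell lines after transfection with a control siRNA (siC) or with a pool of siRNAs against IGF2BP1 (siI1). IGF2BP1 is an RNA-binding protein that is made in the embryo and again in many tumours, and the comparison asks which transcripts change when its level is lowered. A549 is a lung adenocarcinoma line, ES2 an ovarian carcinoma line, MV3 an amelanotic melanoma line and PANC1 a pancreatic ductal adenocarcinoma line. Each line contributed 3 siC and 3 siI1 libraries, 24 libraries in 8 groups. RNA was harvested 72 h after transfection, except in PANC1, where it was harvested after 96 h. The values are fragments per kilobase of gene length, scaled by library size (FPKM), for 58174 genes. The reads behind them could be recovered, because every value was a whole multiple of what 1 read is worth. Reads assigned to genes ranged from 3105215 to 4553326 per library in A549, from 6421764 to 8419467 in ES2, from 15572492 to 20082702 in MV3 and from 6532175 to 8472851 in PANC1. MV3 was thus sequenced most deeply and A549 least, which bears on how many changes each line can show. Each line's table was normalised on its own, so that fold changes, and not levels, were compared between lines.

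The targeted gene was examined first. IGF2BP1 (ENSG00000159217; hg38 chromosome 17, 48997385 to 49056145) was lower in all siI1 libraries than in any siC library of the same line. In A549 its level was 39.7 ± 0.0742 FPKM in siC and 15.6 ± 0.674 in siI1 (SD, n = 3 each). The log2 fold change, on the log2(FPKM + 0.5) scale used throughout, was -1.32 ± 0.05 (SE) with a limma adjusted p of 0.000319. In ES2 the level was 13.1 ± 0.915 FPKM in siC and 4.14 ± 0.102 in siI1 (SD, n = 3 each), a log2 fold change of -1.55. In MV3 it was 9.26 ± 0.325 and 2.91 ± 0.126 FPKM (SD, n = 3 each), a log2 fold change of -1.52. In PANC1 it was 11.1 ± 0.15 and 2.78 ± 0.08 FPKM (SD, n = 3 each), a log2 fold change of -1.83. The limma adjusted p was 0.000115 in ES2, 5.93e-05 in MV3 and 0.000227 in PANC1. Across alternatives the largest move came from the authors' deposited table, which lists a log2 fold change of -2.01 in PANC1.

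**Figure D1:**
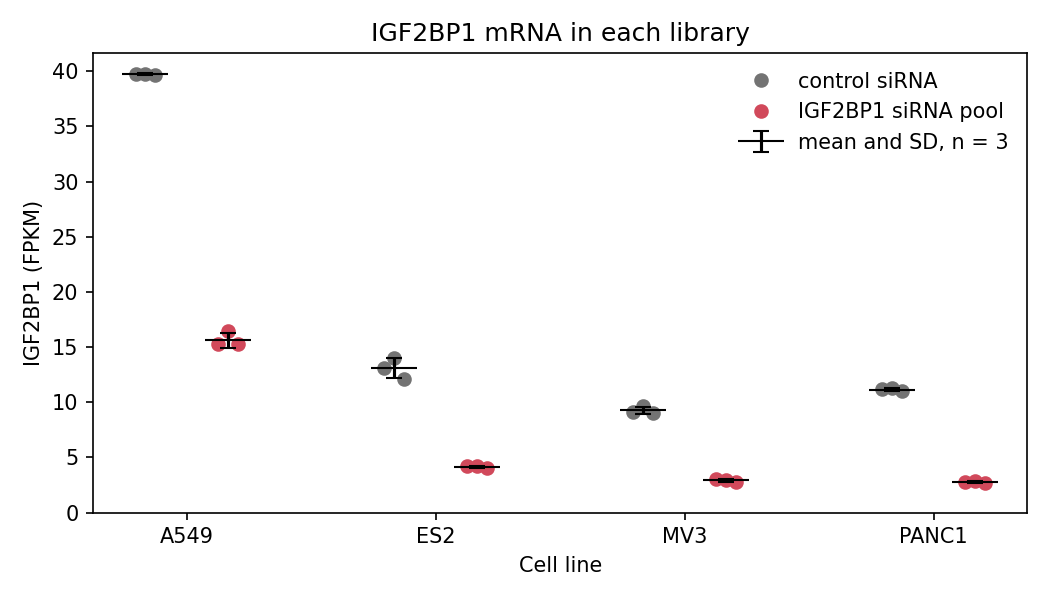
IGF2BP1 level in FPKM (y axis, starting at 0) in each of the 24 libraries, by cell line and siRNA (x axis); points are libraries and bars are means with the SD of 3 libraries. In each line the 3 siI1 libraries lie below the 3 siC libraries, with means of 15.6 against 39.7 FPKM in A549 and 2.78 against 11.1 FPKM in PANC1.

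The paralogs moved far less. IGF2BP2 (chromosome 3, 185643130 to 185825042) changed by 0.10 to 0.23 on the log2 scale, and only the change in PANC1 passed the threshold, with a limma adjusted p of 0.0302. IGF2BP3 (chromosome 7, 23310209 to 23470491) was higher in ES2 (log2 fold change 0.27, adjusted p 0.0419) and lower in MV3 (-0.14, adjusted p 0.037). Its changes in A549 (0.14, adjusted p 0.171) and PANC1 (-0.13, adjusted p 0.34) did not pass the threshold; the siC and siI1 libraries overlapped in PANC1 and not in A549.

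Genes with a mean of at least 0.5 FPKM over the 6 libraries of a line were tested with limma, at an adjusted p under 0.05 and without a fold change minimum. In A549, of 11756 protein-coding genes tested, 1340 were lower and 933 higher after knockdown. In ES2, 2005 of 11171 were lower and 1498 higher. In MV3, 2941 of 10960 were lower and 2147 higher. In PANC1, 1927 of 11109 were lower and 1510 higher. Most changes were small: with an absolute log2 fold change of at least 1 as a further condition, 161 protein-coding genes were lower in A549, 110 in ES2, 38 in MV3 and 101 in PANC1. Among the scalings, the one that moved these counts most was a rescaling of all libraries to the same sum, under which PANC1 had 7609 lower and 39 higher protein-coding genes. That rescaling moved the median log2 fold change of all tested genes in PANC1 from -0.04 to -0.68, so it shifted nearly every gene in that line. The share of lower genes among those changed was 59% in A549, 57.2% in ES2, 57.8% in MV3 and 56.1% in PANC1. Under the same-sum rescaling it was 68.5%, 46.3%, 62% and 99.5%, in the same order. Leaving out 1 A549 library, siC replicate 1, left 717 lower protein-coding genes in that line, and leaving out siI1 replicate 2 left 399 higher ones. In PANC1, 1105 lower and 860 higher genes were called without siC replicate 1.

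Long intergenic non-coding RNAs (lincRNAs) rose more often than they fell when all libraries were used. In A549, 17 were lower and 36 higher, and in ES2 the counts were 43 and 80. In MV3, 35 were lower and 151 higher, and in PANC1 19 were lower and 55 higher. Under the same-sum rescaling PANC1 had 133 lower and 11 higher lincRNAs. That rescaling lowered nearly every gene of the line, with 7609 lower and 39 higher protein-coding genes. The sign in PANC1 thus depends on the scaling, but this does not test lincRNAs against other genes. On the deposited scale the median log2 fold change in PANC1 was 0.10 for tested lincRNAs and -0.04 for all tested genes. In A549 the direction rested on few calls: 17 were lower and 14 higher without siI1 replicate 3, 18 and 19 without siI1 replicate 2, and 13 each with the replicate numbers as a block.

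Most genes among the largest changes of a line were so in that line alone. CCDC6 (chromosome 10, 59788747 to 59906556) was among the 3 largest falls in every line, and HDLBP and TAGLN were the others in both A549 and MV3. It fell from 21.6 ± 1.34 to 1.91 ± 0.499 FPKM in A549 (SD, n = 3 each), a log2 fold change of -3.21. The log2 fold change of CCDC6 was -2.74 in ES2, -2.47 in MV3 and -2.50 in PANC1. In A549, TAGLN fell by 2.48 on the log2 scale, and SUSD2 and CA9 rose, with log2 fold changes of 2.53 and 2.38. C9orf92 was also among the 3 largest rises in A549, but it rested on 0 to 8 reads per library; its control libraries had at most 2 reads, and its level after knockdown was at least 1.90-fold higher than 3 reads would give. In ES2, ESM1 fell from 13.6 ± 0.948 to 0.779 ± 0.307 FPKM (SD, n = 3 each) and SERPINB2 from 430 ± 13.5 to 87.0 ± 3.57 FPKM (SD, n = 3 each). SCG2 rose in ES2 from 0.478 ± 0.139 to 19.4 ± 0.627 FPKM (SD, n = 3 each), a log2 fold change of 4.35, followed by EFEMP1 (2.96) and ATP8B1 (2.83). In MV3 the largest falls were in CCDC6, HDLBP and TAGLN (-1.60), and the largest rises in CLCA2 (2.75), TMEM119 (2.43) and LRRC6 (1.78). In PANC1 the neighbouring and closely related alkaline phosphatase genes ALPPL2 and ALPP had log2 fold changes of -2.83 and -2.45, and the authors' counting could have divided reads between them. The largest rises in PANC1 were in ROPN1L (2.02), MORN2 (1.71) and NGEF (1.60). The limma adjusted p of these genes in their own lines was at most 0.0257, which was that of C9orf92.

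To see which changes were shared, genes changed in the same direction in all 4 lines were counted. Of 9650 protein-coding genes tested in every line, 317 were lower in all 4 and 68 were higher. Independent calls would give 11.4 and 2.57 genes. In 10000 permutations of gene order within expression deciles the mean was 21.7 lower and 3.3 higher genes, and the highest counts were 40 and 12 (p 0.0001 for each direction, one-sided, the smallest these permutations can give). Of 319 lincRNAs tested in every line, 4 were lower (AC125807.2, AL035071.1, AC145207.5 and AC005261.2) and 3 higher (MIR4435-2HG, CYTOR and LINC00205); all but LINC00205 were chosen for naming after their values were seen. The number of lower protein-coding genes ranged from 9, with a log2 fold change of at least 1 in every line, to 495, with limma voom on the recovered reads. The number of higher genes ranged from 1 to 148 over the same settings. Without siC replicate 1 of each line, 163 genes were lower in all 4 lines and 162 of these were among the 317. On average over the lines, the largest falls were in CCDC6, HDLBP, IGF2BP1, CBX6 and BZW2, and the largest rises included SCG2, UCN, CAV2 and CPA4. HDLBP, which encodes the RNA-binding protein vigilin (chromosome 2, 241227264 to 241317061), fell from 41.3 ± 1.6 to 7.48 ± 0.454 FPKM in A549 and from 82.5 ± 3.82 to 18.8 ± 0.477 FPKM in MV3 (SD, n = 3 each). Its log2 fold change was -2.39 in A549, -2.00 in ES2, -2.10 in MV3 and -2.06 in PANC1, in each line a larger fall than that of IGF2BP1 itself. UCN had between 3 and 18 reads per library in A549, ES2 and PANC1, so that its rise was measured on few reads there.

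Log2 fold changes correlated across genes between every pair of lines, with Spearman's rho from 0.167 (ES2 and PANC1) to 0.476 (ES2 and MV3). Genes are not independent replicates, so these 6 coefficients are descriptive. Among genes with a mean of at least 10 FPKM they ranged from 0.234 to 0.639 for the same pairs.

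The study followed several cell cycle regulators and transcripts previously linked to IGF2BP1. AURKA, YWHAZ, E2F1, E2F2, CDK1 and SRF were lower in all 4 lines at a limma adjusted p under 0.05. AURKA (chromosome 20, 56369389 to 56392337) fell from 89.7 ± 2.47 to 62.5 ± 1.48 FPKM in MV3 (SD, n = 3 each), and its log2 fold changes ranged from -0.75 in PANC1 to -0.35 in A549. YWHAZ ranged from -0.86 in A549 to -0.35 in MV3, E2F1 from -0.87 in MV3 to -0.36 in ES2, and E2F2 from -1.11 in A549 to -0.53 in ES2. CDK1 ranged from -0.60 in PANC1 to -0.35 in ES2. SRF (chromosome 6, 43171269 to 43181506) fell most in A549, from 11.8 to 3.75 FPKM, and least in PANC1, from 17.2 to 10.6 FPKM. PLK1, MKI67 and SIRT1 were lower in every line, but PLK1 and SIRT1 did not pass the threshold in A549 (adjusted p 0.0827 and 0.0895) and MKI67 did not pass it in ES2 (adjusted p 0.0751). With the authors' deposited edgeR FDR all of these passed: PLK1 (0.0218) and SIRT1 (0.00399) in A549, and MKI67 (0.000871) in ES2. MYC (chromosome 8, 127735434 to 127742951) had no common direction. It was lower in MV3 (log2 fold change -0.48, adjusted p 0.000995), higher in PANC1 (0.37, adjusted p 0.00428) and in A549 (0.26, adjusted p 0.0464), and within the replicate spread in ES2 (-0.04, adjusted p 0.551). The lincRNA LINC00205 (chromosome 21, 45288035 to 45297806) was higher in all 4 lines. It rose from 5.08 ± 0.384 to 11.1 ± 1.38 FPKM in A549 (SD, n = 3 each), and its log2 fold change was 1.05 in A549, 1.66 in ES2, 1.16 in MV3 and 0.70 in PANC1. The authors' deposited table lists log2 fold changes of LINC00205 of 1.13, 1.78, 1.21 and 0.78 in the same order, with FDR values from 1.75e-42 to 0.00171.

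**Figure D2:**
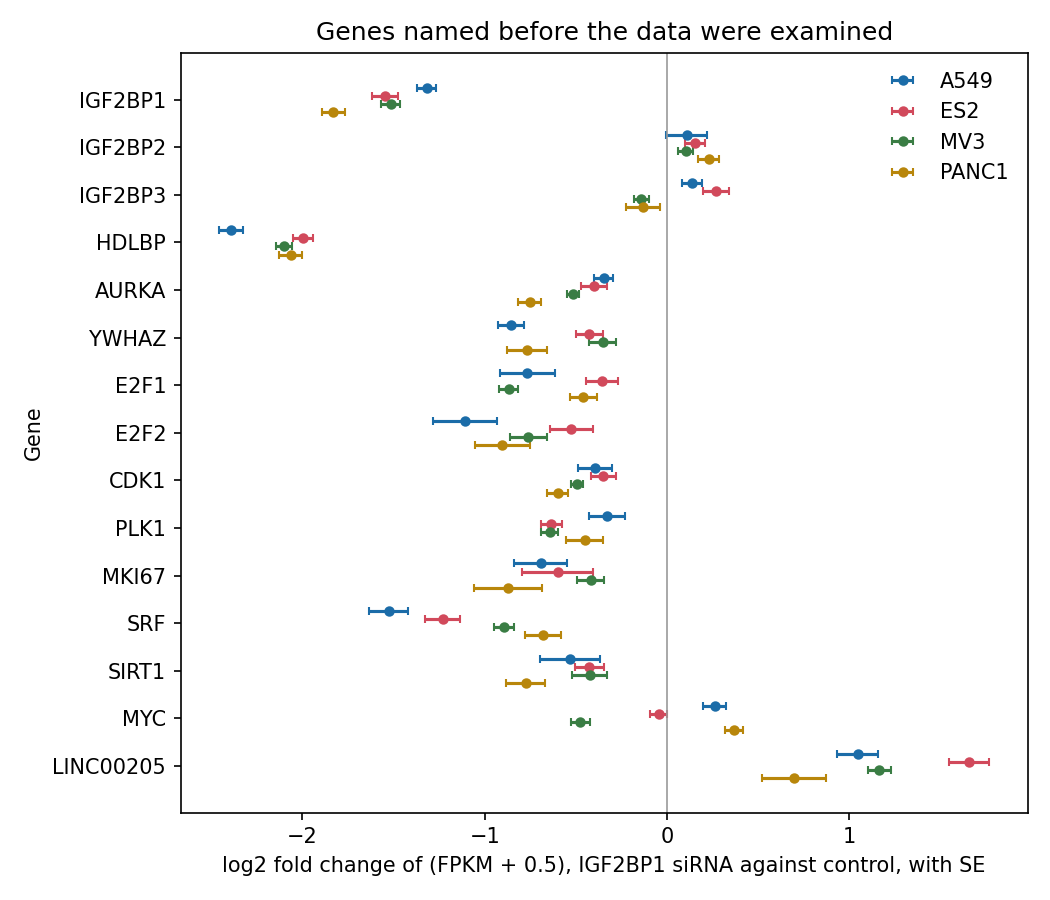
Log2 fold change, siI1 against siC, on the log2(FPKM + 0.5) scale (x axis) of the genes named before the data were examined (y axis), with 1 point per cell line and bars for the standard error. IGF2BP1 and HDLBP lie left of 0 in all 4 lines, LINC00205 lies right of 0 in all 4, and MYC lies on both sides.

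Gene lists were compared with all other tested genes by camera with a preset correlation of 0.01. The replication-dependent histone genes were lower in every line, with median log2 fold changes of -0.62 in A549, -0.92 in ES2, -0.79 in MV3 and -0.48 in PANC1 and adjusted p-values of 4.92e-19, 3.24e-21, 1.66e-18 and 3.69e-06. In ES2 all 37 histone genes tested were lower. The G2/M phase list was lower in every line, with medians of -0.18, -0.23, -0.40 and -0.59 and adjusted p-values of 2.83e-05, 2.13e-08, 9.08e-19 and 1.03e-16 in the same order of lines. The S phase list was lower as well, with medians of -0.12, -0.12, -0.49 and -0.49 and adjusted p-values of 0.00903, 0.0416, 3.09e-18 and 1.71e-11. The S phase call in ES2 was lost in 4 of the 6 fits that left out 1 library (adjusted p 0.0835 without siC replicate 1, 0.0613 without siC replicate 3, 0.0802 without siI1 replicate 1 and 0.0536 without siI1 replicate 3), and that in A549 without siI1 replicate 1 (0.0591). The E2F family passed the threshold in ES2 (median -0.33, adjusted p 0.00508), MV3 (-0.45, 2.23e-05) and PANC1 (-0.33, 0.0176) but not in A549 (-0.35, 0.137). The earlier reported target mRNAs of IGF2BP1 passed it in ES2 (-0.33, 0.0244), MV3 (-0.43, 0.000825) and PANC1 (-0.49, 0.0129) and not in A549 (-0.30, 0.285). The hypoxia list was higher in A549 (median 0.74, adjusted p 6.31e-13), ES2 (0.12, 0.0129) and MV3 (0.22, 0.00368), and not in PANC1 (-0.003, 0.575). In A549, 17 of 25 hypoxia genes were higher at the threshold over all genes, and 22 changed when adjusted over the list alone. Cytosolic ribosomal protein mRNAs were higher in A549 (0.30, 1.36e-18) and, on the deposited scale, in PANC1 (0.44, 4.04e-17), lower in MV3 (-0.08, 0.00368) and not past the threshold in ES2 (0.03, 0.3). After rescaling to the same sum their median in PANC1 was -0.31, which was 0.37 above the median of all genes. Changes in PANC1 also followed gene length (Spearman's rho -0.25 across genes), and the lists were not matched on length. The interferon-stimulated list was higher in ES2 (0.47, 0.000117) and lower in A549 (-0.35, 0.0196), where the call was lost without siI1 replicate 2 (adjusted p 0.315) and without siC replicate 1 (0.155); in MV3 (0.10, 0.343) and PANC1 (-0.04, 0.67) it did not pass. The unfolded protein response list did not pass in any line (lowest adjusted p 0.107, in MV3), and neither did the p53 target list (lowest 0.118, in A549). With the correlation estimated from the 6 libraries, only the G2/M list in PANC1 stayed past the threshold (adjusted p 0.0387). Under fry, the calls for the interferon list in A549, the ribosomal proteins in MV3 and the histones in PANC1 were lost (adjusted p 0.345, 0.191 and 0.0507).

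**Figure D3:**
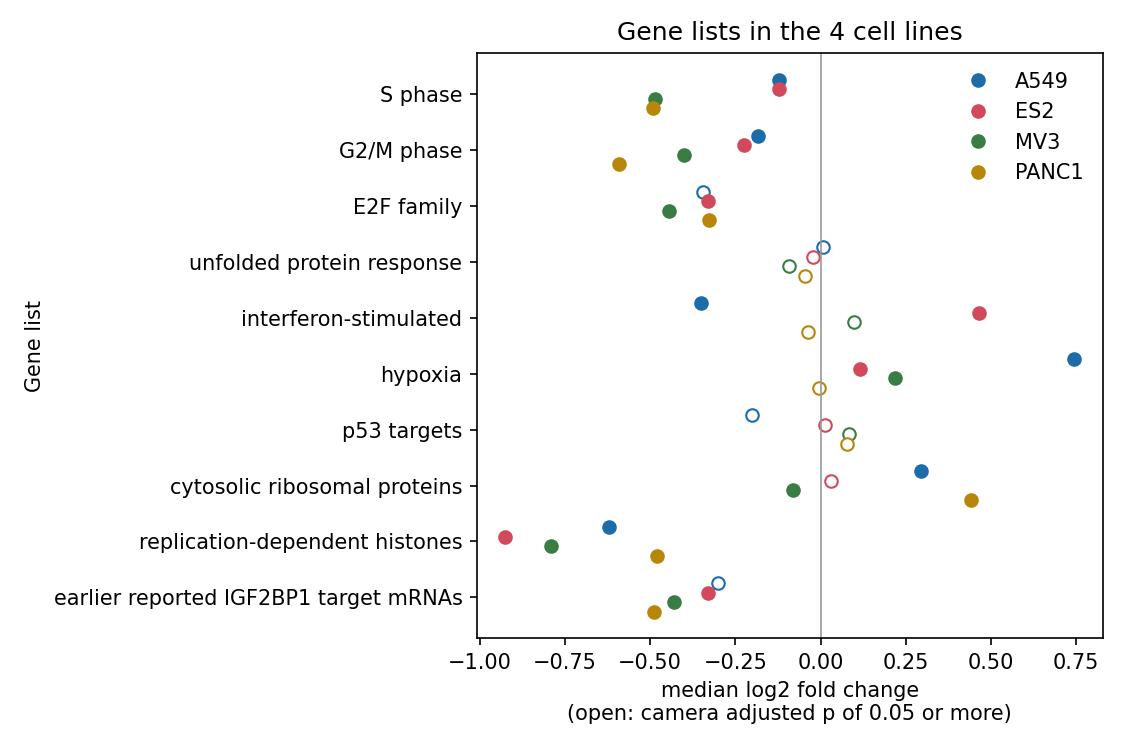
Median log2 fold change (x axis, siI1 against siC) of the genes of each list fixed before the data were examined (y axis), with 1 point per cell line; open points have a camera adjusted p of 0.05 or more. The histone list lies between -0.92 and -0.48 in the 4 lines, and the hypoxia list reaches 0.74 in A549; ribosomal proteins in PANC1 (0.44) are below 0 after rescaling to the same sum.

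The authors used genes with an FDR above 0.95 in every line as an unchanged set. According to the FDR of the authors' deposited table, this was met in the 4 lines by 36612 genes, of which 19518 (53.3%) were listed at 0 in every library and 976 had a mean of at least 0.5 FPKM in each line. Among protein-coding genes the numbers were 5773, 2051 (35.5%) and 240. The median length of the longest annotated 3'UTR was 695.5 nt over the 5112 of these protein-coding genes that have one, and 1391 nt over the 235 with a mean of at least 0.5 FPKM in each line.

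The 3'UTRs of genes lower in all 4 lines were compared with those of the other genes tested in every line. The median was 1949 nt for 315 lower genes and 1521 nt for 9272 others, a log2 difference of 0.36 (two-sided permutation test with 100000 resamples, p 0.00167). Against genes matched on mean expression the log2 difference was 0.50 (p 4e-05). The gene length listed in the files differed less, with medians of 5442 and 5145.5 nt (log2 difference 0.08, permutation p 0.187); against expression-matched genes its difference was 0.22 (permutation p 0.00037).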

Values the study reported

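The study reported that knockdown changed 3,432 mRNAs in A-549 cells and 7,290 in Hep-G2 cells. For lincRNAs it gave 72 changed transcripts in A-549 and 399 in Hep-G2. Across all cell lines it studied, it counted 238 mRNAs as downregulated and 42 as upregulated in every line. For downregulated mRNAs that also followed IGF2BP1 levels in tumours and carried its binding sites, the median 3'UTR length was 2,338 nt. For unchanged mRNAs without such binding sites it was 419 nt.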

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

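The splits of the libraries, the thinning of reads to equal depth, the removal of a shift per line and the relation to gene length were tests chosen after the results were seen.

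The tests behind this part compare the effect of the same knockdown between the 4 cell lines, and a small adjusted p says that the lines differ. Of 24 named genes tested in all 4 lines, 18 gave an adjusted p under 0.05. The knockdown itself differed (adjusted p 6.67e-05), with log2 fold changes of IGF2BP1 from -1.83 in PANC1 to -1.32 in A549. Several of the falls of other genes did not follow that order. HDLBP (0.00138), CCDC6 (0.000451), CBX6 (0.000154), BZW2 (9.5e-05), SRF (3.52e-05) and YWHAZ (0.000179) all differed and all fell most in A549, the line with the smallest fall of IGF2BP1. AURKA (0.000451) fell most in PANC1 and least in A549, as IGF2BP1 did, and E2F1 (9.5e-05) most in MV3. PLK1 (0.0367) fell alike in MV3 (-0.64 ± 0.05, SE) and ES2 (-0.64 ± 0.06, SE), and least in A549 (-0.33). For each of these the direction was the same in every line.

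IGF2BP3 (adjusted p 0.000152) and MYC (3.26e-10) went in opposite directions in different lines. MYC ranged from -0.48 in MV3 to 0.37 in PANC1. Among rising genes, SCG2 (1.19e-14) and CAV2 (3.92e-13) rose most in ES2, with log2 fold changes of 4.35 and 2.22 against 1.41 and 0.47 in MV3. LINC00205 (0.000434) also rose most in ES2, and CPA4 (0.000200) most in MV3. ATP8B1 (9.43e-13) rose by 2.83 in ES2 and changed by -0.11 in A549, and MORN2 (3.83e-10) rose by 1.71 in PANC1 and by 0.15 in ES2. ATP8B1 and MORN2 were named because they had the largest rises of single lines, and SCG2 was too, which favours a difference between lines.

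All 10 gene lists differed between lines. Each score covered the list genes tested in that line, so the genes compared were not the same for every list. The interferon-stimulated list had 26 genes in A549 and 17 in PANC1, and the hypoxia list 25 and 22. The Q test cannot separate this from a difference in response for such lists. The S phase, G2/M phase, E2F family and ribosomal protein lists had all their genes in every line. The adjusted p was 3.76e-10 for S phase, 1.6e-07 for G2/M phase, 1.32e-05 for the E2F family, 0.00294 for the unfolded protein response and 7.4e-07 for the interferon-stimulated list. It was 7.26e-08 for hypoxia, 8.7e-05 for p53 targets, 9.05e-05 for ribosomal proteins, 0.0263 for histones and 0.00276 for the earlier reported targets. The mean change of the S phase list was -0.16 in A549, -0.11 in ES2, -0.50 in MV3 and -0.47 in PANC1. That of the hypoxia list was 0.82 in A549 and 0.05 to 0.24 in the others. The mean change of the S phase, G2/M phase, E2F family, histone and earlier target lists was negative in all 4 lines. These lists thus differed in size and not in direction.

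Technical explanations were weighed as follows. Each of the 4 lines had 1 of 10 splits of its 6 libraries, the real one, with as many changed genes, and the other splits gave between 0 and 5; with 10 splits the share cannot go under 0.1. Genes with under 10 reads made up at most 5.09% of the calls of a line, which argues against few reads as the source of most calls. Depth may account for much of the difference in numbers: MV3 had 2.31 times as many changed genes as A549 and 1.16 times as many after thinning. The fold changes and the Q tests were not repeated after thinning, so whether depth bears on the differences in size stays open. The Q tests were not repeated with another pseudocount either, so how far its effect at low values bears on them stays open. Scaling by 1 factor per library shifts all genes of a line alike, and the tables argue against it as the source of most differences. After the shift per line that made the lines most alike was removed, 9 of the 10 lists still differed, and 53.6% of all genes tested in every line did, against 53.3% before. The exception was the list of earlier reported targets (adjusted p 0.414), where such a shift may account for the difference. PANC1 was also harvested later, at 96 h against 72 h, so that line and time cannot be separated there. In PANC1 the changes followed gene length (Spearman's rho -0.25 across genes), and the share of reads from RN7SL genes separated the groups. A property of the libraries that goes with that share may account for part of this, as the share also went with the length trend within groups (mean rho -0.5625); how far it bears on the differences between lines was not tested. A biological difference between the lines was not tested beyond the comparison itself.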

How the results depend on the processing

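The thinning of libraries, the minimum of 10 reads and limma voom on the recovered reads were chosen after seeing the data. The log2 fold changes of the 38 genes named kept their direction under both other pseudocounts and median rescaling, and so did the counts of genes, which stayed within 1.5 times. The fall of IGF2BP1 kept its direction and its side of the threshold under all alternatives run for it. A mean of at least 1 FPKM moved no count by over 1.5 times.

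With an adjusted p under 0.01, protein-coding genes lower and higher numbered 562 and 274 in A549, 1008 and 789 in ES2, 1942 and 1219 in MV3 and 838 and 646 in PANC1. The lincRNAs numbered 8 and 10 in A549, 14 and 31 in ES2, 17 and 62 in MV3 and 7 and 12 in PANC1. Shared by all 4 lines were 118 protein-coding genes that were lower and 15 that were higher, with 1 lincRNA each way. Fewer calls follow from the stricter threshold.

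With an absolute log2 fold change of at least 1, protein-coding genes lower and higher numbered 161 and 76 in A549, 110 and 182 in ES2, 38 and 76 in MV3 and 101 and 82 in PANC1, so that ES2 and MV3 had more higher than lower genes. The lincRNAs numbered 8 and 23 in A549, 10 and 35 in ES2, 0 and 33 in MV3 and 9 and 20 in PANC1; at an unadjusted p under 0.05, 1 lincRNA was lower in MV3. In all 4 lines, 9 protein-coding genes were lower and 1 higher, and 0 lincRNAs were lower and 0 higher, with 0 in either direction at an unadjusted p under 0.05.

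With limma voom on the recovered reads, A549 had 2227 lower and 1563 higher protein-coding genes and 32 lower lincRNAs, and PANC1 had 34 lower lincRNAs. Over all 4 lines, 495 protein-coding genes were lower, 315 of them shared with the 317, and 148 were higher, 67 of them shared with the 68. With at least 10 recovered reads, 113 protein-coding genes were higher in all 4 lines; the other counts stayed within 1.5 times. With the authors' deposited FDR, A549 had 2043 lower protein-coding genes, MV3 281 higher and PANC1 34 lower lincRNAs, and 110 protein-coding genes were higher in all 4 lines. For single named genes in the lines where they were tested, 4 changes passed the threshold with the authors' deposited FDR and 1 lost it. The cause of these differences was not tested on the real data; in the simulated data a larger share of changed genes was recovered with voom and with the minimum of reads.

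With libraries thinned to equal depth, protein-coding genes lower and higher numbered 1309 and 979 in ES2, 1516 and 815 in MV3 and 1240 and 1003 in PANC1. The lincRNAs lower and higher numbered 23 and 46 in ES2 and 9 and 41 in MV3, and 31 were higher in PANC1. In all 4 lines 184 protein-coding genes were lower and 35 higher, and 0 lincRNAs were higher, with 1 at an unadjusted p under 0.05. Lower depth therefore gave fewer protein-coding calls in these lines. The size of the changes lost was not examined, and no setting raised the depth of A549.

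With all libraries rescaled to the same sum, PANC1 had 7609 lower and 39 higher protein-coding genes and 133 lower and 11 higher lincRNAs. A549 had 618 higher protein-coding genes, and ES2 had 1291 lower protein-coding genes and 26 lower lincRNAs. Only 4 protein-coding genes were higher in all 4 lines, and 0 lincRNAs; at an unadjusted p under 0.05 the lincRNA count was also 0. Most of the shift in PANC1 follows from the construction: the short RN7SL genes made up 58.1% to 67.3% of the summed FPKM in siC and 74.6% to 78.8% in siI1, and a fixed sum then lowers all other genes. The sum rose by 0.755 on the log2 scale with these genes and by 0.0957 without them. Median rescaling moved the share of lower protein-coding genes in the lines to between 50.5% and 57.2%. It took the S phase list in ES2 over the threshold (adjusted p 0.0658), and the cause was not tested.

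Without a filter on low values, 43 protein-coding genes and 1 lincRNA were higher and 2 lincRNAs lower in all 4 lines, and the unfolded protein response list in MV3 passed the threshold (adjusted p 0.00572). Without the intensity trend, A549 had 513 higher protein-coding genes, 38 protein-coding genes were higher in all 4 lines, and 1 lincRNA each was lower and higher. The cause was not tested.

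The replicate numbers of the labels were also used as a block. Libraries of the same number did not deviate together, with correlations from -0.06 to 0.08 over 12 pairs, so that they share only a number. With the replicate block A549 had 571 lower and 284 higher protein-coding genes and 13 lower and 13 higher lincRNAs, and ES2 had 1299 lower and 968 higher protein-coding genes and 22 lower lincRNAs. Lower in all 4 lines were 154 protein-coding genes, and 23 were higher, with 2 lincRNAs lower and 1 higher. Of the named genes' changes, 16 lost the threshold under the block and 1 passed it.

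Leaving out each replicate in turn left these ranges over 6 fits per line. Lower protein-coding genes ranged from 717 to 932 in A549 and from 1105 to 1681 in PANC1, with the lowest count in each without siC replicate 1. Higher ones ranged from 399 (without siI1 replicate 2) to 637 in A549, from 963 (without siI1 replicate 3) to 1183 in ES2 and from 860 (without siC replicate 1) to 1591 in PANC1. Lower lincRNAs ranged from 12 to 18 in A549, from 21 to 26 in ES2 and from 9 to 24 in PANC1, and higher ones from 14 to 20 in A549, 44 to 65 in ES2, 86 to 154 in MV3 and 24 to 46 in PANC1. Without siI1 replicate 3, A549 had more lower (17) than higher (14) lincRNAs. In all 4 lines, 163 to 202 protein-coding genes were lower and 32 to 41 higher, and 1 to 2 lincRNAs were lower and 1 to 2 higher. The fewer samples per fit account for part of this. The adjusted p of the S phase list ranged from 0.000522 to 0.0591 in A549 and from 0.0181 to 0.0835 in ES2. That of the interferon-stimulated list in A549 ranged from 0.00207 to 0.315, and that of the unfolded protein response list in MV3 from 0.0274 (without siC replicate 3) to 0.21. Between 10 and 12 of the tested changes of named genes lost the threshold in a fit, and 1 passed it without siC replicate 3. The log2 fold change of SUSD2 in PANC1 ranged from -0.0897 (without siC replicate 3) to 0.108 (without siC replicate 1), and was also below 0 without siI1 replicate 1, past the threshold in none of these.

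With the correlation between genes estimated in camera, 25 calls of lists were lost, and the cause was not tested. The adjusted p became 0.41 for S phase, 0.302 for G2/M, 0.618 for the interferon list, 0.0585 for hypoxia, 0.19 for ribosomal proteins and 0.123 for histones in A549. In ES2 it became 0.192 for S phase, 0.0585 for G2/M and for the interferon list, 0.14 for the E2F family, and 0.19 for hypoxia, histones and earlier targets. In MV3 it became 0.0585 for S phase and the E2F family, 0.0532 for G2/M, 0.19 for hypoxia, histones and earlier targets, and 0.692 for ribosomal proteins. In PANC1 it became 0.0585 for S phase, 0.188 for the E2F family, 0.302 for ribosomal proteins, 0.466 for histones and 0.169 for earlier targets. Under fry the E2F family (0.00331), p53 targets (0.0103) and earlier targets (0.0011) passed in A549, the unfolded protein response in ES2 (0.00604) and MV3 (0.017), and p53 targets in MV3 (0.00243). The interferon list in A549 (0.345), ribosomal proteins in MV3 (0.191) and histones in PANC1 (0.0507) did not. Fry asks whether a list changes at all and not whether it changes more than other genes.

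Against 10000 random lists matched on expression, the adjusted p was 0.0891 for S phase in A549, 0.465 for S phase and 0.0889 for hypoxia in ES2, and 0.0889 for the E2F family in PANC1. The p53 targets (0.031) and earlier targets (0.0305) in A549 and ribosomal proteins in ES2 (0.0184) passed. Ribosomal proteins in MV3 were reversed, lying above random lists with an adjusted p of 0.454. The cause was not tested beyond the matching on expression itself.

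Spearman's rho across genes with a mean of at least 10 FPKM was 0.424 for A549 and ES2, 0.44 for A549 and MV3, 0.44 for A549 and PANC1, 0.639 for ES2 and MV3, and 0.469 for MV3 and PANC1. Over protein-coding genes alone it was 0.593 for ES2 and MV3 and 0.408 for MV3 and PANC1. Of the genes unchanged in all 4 lines, 976 had a mean of at least 0.5 FPKM in each line. The difference in gene length of genes lower in all 4 lines passed the threshold against expression-matched genes (log2 difference 0.22).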

Other observations

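The scan for 7-base words, the counts by depth and the relation to gene length were tests chosen after the results were seen; the words below were found in the same data in which they were then examined.

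In a scan of 15636 words of 7 bases over the 3'UTRs of 9587 genes, GCCATTC ranked 1 in each of the 4 lines for lower log2 fold changes (z -9.82 in A549, -5.39 in ES2, -5.90 in MV3 and -6.73 in PANC1; mean z -8.62, 1193 genes). CAGGTGT ranked 2 on the mean (z -6.22, 1928 genes), and the words ranked 3 and 4 overlap it. In 20 shuffles the lowest z was -4.35. Words also went with higher fold changes, up to a mean z of 5.72 for TAACAAT (1269 genes), which silencing does not give. A z near that of CAGGTGT is therefore no sign of silencing in itself. GCCATTC lay further out than TAACAAT on the mean, in A549 (3.97 for TAACAAT) and in PANC1 (4.23). In ES2 and MV3, words for higher fold changes reached as far as GCCATTC (z 5.41 for TAACAAT in ES2, 6.08 for AGTACAA in MV3). Before the scan, log2 fold changes were adjusted for expression and for the length and share of G and C bases of each mRNA part. The lowest mean z among the 21 single-base variants was -2.22 for GCCATTC and -2.54 for CAGGTGT. These gaps argue against base composition of the 3'UTR as the source. No variant was as low in any line, but the words were chosen for their low z, which favours that. Both words occur in the IGF2BP1 mRNA, GCCATTC in the 3'UTR at position 6518 of 8796 nt and CAGGTGT in the coding sequence at position 1586, counted from the 5' end; 40.2% of all words tested occur there as well. A candidate explanation for GCCATTC is off-target silencing through the seed of an siRNA, which pairs with short matches in 3'UTRs. Per the labels and the methods a pool of siRNAs was used, which was meant to limit such effects. The sequences in the pool were not used here, so this remains a hypothesis. Genes with GCCATTC only in the 3'UTR fell further than genes with it only in the coding sequence (difference in mean residual log2 change -0.0639, permutation p 1e-05, the smallest these resamples can give), as a seed match would give. The word was chosen for low fold changes of genes with it in the 3'UTR. That choice favours such a difference, so the test alone does not decide for a seed match. For CAGGTGT this difference was -0.01 (permutation p 0.263), so that sites in the 3'UTR were not set apart from coding sites. This contrast gives no sign of a seed match for that word and does not exclude one. Genes with 2 or more GCCATTC sites fell further than those with 1 (difference -0.0462), with a permutation p of 0.0615, which leaves the number of sites open; for CAGGTGT the difference was -0.06 (p 0.00014). Binding of IGF2BP1 to mRNAs that share these words stays open too.

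Of 315 genes lower in all 4 lines with a 3'UTR, 91 (28.9%) held GCCATTC, against 13.9 ± 1.79% (SD) in 10000 sets matched on 3'UTR length, and 97 (30.8%) held CAGGTGT, against 22.8 ± 2.1% (SD). Either word was held by 157 (49.8%). Both words were chosen because genes with them fell in these lines, so these shares restate that choice, and silencing by the siRNAs and the loss of IGF2BP1 cannot be told apart by them. The genes with the largest mean falls include CCDC6 with 2 GCCATTC sites, BZW2 with 1, HDLBP with 1 CAGGTGT site and CBX6 with 2. IGF2BP1 itself has 1 GCCATTC site. SLC37A4 and TRUB1, chosen for naming after their values were seen, fell in all 4 lines and hold neither word. How much of the falls common to the lines comes from the siRNAs stays open. A knockdown by another means was not analysed here.

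The 3'UTRs of genes lower in all 4 lines were longer. All genes compared were tested in every line, so the comparison held no unexpressed genes and cannot test them as a source. Against tested genes matched on mean expression the log2 difference was 0.50 (permutation p 4e-05), which argues against the level of expression as the source. Without genes that hold either word the difference was -0.14 (permutation p 0.409), and 0% of 1000 random pairs of words as common gave a difference as low. This decides nothing about a seed match: the words were chosen for low fold changes, so that leaving them out removed more lower genes (158 left) than random pairs did (median 214 left). The median over the authors' unchanged protein-coding genes was 695.5 nt here. That is higher than the value quoted from the study above. The study's set had to be unchanged in more lines and left out genes with binding sites, and its 3'UTRs came from an older annotation. The sets therefore differ, and the share of each difference was not tested. Of the unchanged protein-coding genes here 35.5% were listed at 0 in every library, and those had a median of 460 nt. The 235 with a 3'UTR and a mean of at least 0.5 FPKM in each line had a median of 1391 nt.

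In A549, 2273 protein-coding genes changed here. That is lower than the value quoted from the study above. With the deposited FDR in place of limma, 3432 protein-coding genes changed in A549, which closes this gap. The genes higher in every line numbered 68 over 4 lines. That is higher than the value quoted from the study above, which covers more lines. LINC00205 was higher after knockdown in each of the 4 lines, with log2 fold changes from 0.70 to 1.66. The study's text describes its downregulation as conserved.

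More lincRNAs rose than fell when all libraries were used. The share higher among changed lincRNAs was 67.9% in A549, 65% in ES2, 81.2% in MV3 and 74.3% in PANC1. In changed protein-coding genes matched on mean expression it was 37.6%, 55.4%, 69.4% and 40.8%. In 4 of 4 lines under 5% of 10000 matched sets rose as often (0, 98, 0 and 0 sets), which argues against low expression as the whole source. The sets were not matched on gene length, which the changes in PANC1 also followed (Spearman's rho -0.25 across genes). In PANC1 133 lincRNAs were lower under the same-sum rescaling. That rescaling lowered nearly every gene of the line, so it does not test lincRNAs against other genes. In A549 the direction depends on single libraries, as 17 were lower and 14 higher without siI1 replicate 3. Whether this follows from IGF2BP1 stays open.

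In PANC1, log2 fold changes fell with gene length (Spearman's rho -0.25 across genes), while rho was -0.09 in A549, 0.16 in ES2 and 0.07 in MV3. The siI1 libraries of PANC1 also had 21.3% to 25.6% of their reads from RN7SL genes, against 10.2% to 15.4% in siC. Scaling by 1 factor per library leaves the order of genes as it is. Another property of the libraries that goes with the RN7SL share may account for part of the trend: within the 8 groups, libraries with more RN7SL reads tended to have lower values of long genes (mean Spearman's rho -0.5625, exact permutation p 0.0309, two-sided). The siI1 libraries of PANC1 were the exception (rho 0.5). Since the share separates siC from siI1 in PANC1, how much comes from the knockdown stays open.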
